# S100A9 Regulated M1/M2 Macrophage Polarization in Interleukin-10-Induced Promotion of Malignant Pleural Effusion

**DOI:** 10.1155/2023/3473464

**Published:** 2023-07-25

**Authors:** Xue-Bin Pei, Feng-Shuang Yi, Shu-Feng Dong, Qing-Yu Chen, Xin-Yu Shi

## Abstract

Interleukin-10 (IL-10) promotes the formation and development of malignant pleural effusion (MPE). Previous studies have elucidated the pathogenesis from the view of the immune-regulation function of CD4^+^ T-cells. However, the underlying mechanism is still not fully understood. In this study, our results showed that IL-10 deficiency reduced the percentage of macrophages in mouse MPE and regulated M1/M2 polarization *in vivo* and *in vitro*. The migration capacity of tumor cells was suppressed, and apoptosis was promoted when tumor cells were cocultured with MPE macrophages in the absence of IL-10. Messenger RNA sequencing of MPE macrophages showed that S100A9 was downregulated in IL-10^−/−^ mice. Bone marrow-derived macrophages obtained from wild-type mice transfected with S100A9-specific small interfering RNAs (siRNAs) also showed less M2 and more M1 polarization than those from the siRNA control group. Furthermore, downregulation of S100A9 using S100A9-specific siRNA suppressed MPE development, decreased macrophages, and modulated macrophage polarization in MPE *in vivo*. In conclusion, S100A9 plays a vital role in the process of IL-10 deficiency-mediated MPE suppression by regulating M1/M2 polarization, thus influencing the tumor-migration capacity and apoptosis. This could result in clinically applicable strategies to inhibit the formation of MPE by regulating the polarization of MPE macrophages.

## 1. Introduction

Malignant pleural effusion (MPE) is a common clinical complication that frequently occurs in the setting of advanced malignancy and is associated with high-mortality rates and a short-life expectancy [1, 2]. It is estimated that 15% of patients with lung cancer will have an MPE at presentation [3], and the mean survival time of lung cancer patients with MPEs is 5.5 months, whereas the overall survival time associated with all types of cancer ranges from 3 to 12 months [1]. Several studies have shown that interactions between the tumor cells and host vasculature and immune cells via inflammatory signaling networks are one of the most important aspects leading to the production of an MPE [4–7]. However, the reason why some oncologic patients have MPEs but others do not is still unknown, and the underlying mechanism requires further study to be fully elucidated.

Interleukin-10 (IL-10) is a cytokine with broad anti-inflammatory properties produced by a wide variety of immune cells, including monocytes/macrophages, dendritic cells, B-cells, and T-cell subsets [8, 9]. The biological activities of IL-10 in tumor immunity are extremely controversial and can be highly context-dependent [10, 11]. Some studies indicate that IL-10 positively contributes to tumor growth, whereas others have found that it contributes to the eradication and suppression of angiogenesis and metastasis, which are necessary for longer survival. Research findings also include significantly elevated levels of IL-10 in pleural effusions compared to blood samples, which may imply a specific role for IL-10 in the formation of pleural effusions [12]. Our previous studies demonstrated that IL-10 promoted MPE onset by suppressing the differentiation of T-cells into T_H_1 cells, downregulating the CXCR3/CXCL10 signaling pathway that recruits T_H_1 and T_H_17 cells into MPEs [13], and regulating the T_H_1 response via the miR-7116-5p/GPR55/ERK pathway in mice [14].

It is documented that the important immunosuppressive function of IL-10 involves the suppression of MHC Class II expression and the inhibition of cytokine expression in lipopolysaccharide (LPS)-activated macrophages [15–17]. Also, some *in vivo* studies have reported that macrophages gain a migratory capacity in the absence of IL-10 [18]. In the tumor microenvironment, macrophages are divided into the classical M1 subtype or alternative M2 subtype according to their activation signal. M2 macrophages release immunosuppressive molecules, such as IL-10 and transforming growth factor *β*, to promote tumor growth, while M1 macrophages produce pro-inflammatory cytokines like IL-1*β* and tumor necrosis factor [19, 20]. Previous studies have shown that the macrophages in MPEs exhibit plasticity in being able to transition to M1 or M2 macrophages, and IL-10 could be the key soluble factor in the maintenance of an M2-like state [21]. Here, we report that S100A9 accounts for the regulation of M1/M2 polarization, which plays an important role in IL-10-induced promotion of MPEs.

## 2. Materials and Methods

### 2.1. Cells

Lewis lung cells (LLC, purchased from the American Type Culture Collection ((Manassas, VA))), mouse colon adenocarcinoma (MC38) cells (a gift from Dr. G.T. Stathopoulos of the Department of Physiology, School of Medicine, University of Patras, Rio Patras, Greece) and MC38-GFP cells were cultured at 37°C in 5% CO_2_ using Dulbecco's modified Eagle medium (DMEM) with 10% fetal bovine serum (FBS), penicillin (100 U/mL), streptomycin (100 mg/mL), l-glutamine (2 mM), and pyruvate (1 mM). The detailed information is included in the supporting information.

### 2.2. Mice and MPE Models

MPE models of wild-type (WT) and IL-10^−/−^ mice were prepared by intrapleural injection of 1.5 × 10^5^ MC38 cells or MC38-GFP cells or LLC cells. Ten days after the injection of MC38 cells or 14 days after injection of LLC cells, the mice were sacrificed, and MPE, spleen, and blood samples were collected for experiments. Mononuclear cells were isolated by Ficoll–Hypaque gradient centrifugation (Pharmacia, Uppsala, Sweden), and cell subsets were determined within 1 hr.

For the S100A9 knockdown MPE model, 10 nM of cholesterol-conjugated S100A9 small interfering RNAs (siRNAs) (siS100A9) (Chol-siS100A9) or corresponding controls (Ribobio, Guangzhou, China) was injected intrapleurally every 3 days. The first injection was given at the same time as the tumor injection. At each injection, 40 *μ*L of phosphate buffered saline (PBS)was used to dissolve the siRNA and corresponding vehicle control. The detailed information is included in the supporting information.

### 2.3. Survival Analysis

Mice with MPEs were monitored, euthanized, and recorded as events in the Kaplan–Meier analysis when they were severely sick or moribund. A pairwise log-rank test was used to perform the comparison of overall survival (GraphPad Software, San Diego, CA, USA).

### 2.4. Pleural Permeability Assay

Mice bearing MPEs received 200 *μ*L of 50 mg/mL Evans' blue solution (Sigma–Aldrich, St. Louis, MO, USA) via intravenous injection and were killed 1 hr later. Evans' blue concentrations in the pleural fluid and serum were determined by measuring absorbance at a wavelength of 630 nm compared to the standard Evans' blue concentration.

### 2.5. Production and Stimulation of Bone Marrow-Derived Macrophages (BMDMs)

Mice were sacrificed and bone marrow was extracted to generate BMDMs, as previously described [22]. In brief, bone marrow cells were obtained and filtered through 70 *μ*M nylon mesh to obtain a single-cell suspension. Then, the cells were cultured in a 12-well plate with DMEM supplemented with 10% FBS and recombinant mouse macrophage colony-stimulating factor (20 ng/mL; PeproTech, Cranbury, NJ, USA). After 7 days, differentiated macrophages were washed with PBS and reseeded in a 24-well plate. For macrophage polarization, BMDMs were stimulated with recombinant mouse interferon-*γ* (50 ng/mL) and LPS (100 ng/mL), or recombinant mouse IL-4 (10 ng/mL) for 24 hr to obtain M1 and M2 macrophages, respectively.

### 2.6. Flow Cytometry and Cell Isolation

The antibodies for flow cytometry, including anti-CD11b, anti-F4/80, anti-CD206, and anti-MHC-II monoclonal antibodies, were purchased from Invitrogen (Carlsbad, CA, USA) and BD Biosciences (San Jose, CA, USA). All experiments were analyzed by flow cytometry on a FACS Canto II system (BD Biosciences), and data were examined using the FCS Express 5 software program (De Novo Software, Los Angeles, CA, USA). The flow cytometry methods and strategic steps taken are stated in detail in our previous publications [14, 23]. Tumor cells in MPE (MC38-GFP) can be screened out by flow cytometry. MPE macrophages were isolated using anti-F4/80 microbeads (Miltenyi Biotec, Bergisch Gladbach, Germany). The purity of macrophages was >90%, which was confirmed by flow cytometry, and cells were cultured in DMEM with 10% FBS for further use.

### 2.7. Cell Transfection

BMDMs were transfected with S100A9-specific siRNAs (siS100A9) or negative control (100 nM; RiboBio, Guangzhou, China) using Lipofectamine RNAiMAX reagent (Life Technologies, Carlsbad, CA, USA) according to the manufacturer's recommendations.

### 2.8. RNA Extraction, Reverse Transcription, and qRT–PCR

Total RNA from cells was extracted using TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA). RNA was reverse transcribed into complementary DNA for messenger RNA (mRNA) analysis using a reverse transcription kit (Takara Bio, Dalian, China) according to the manufacturer's instructions. The levels of mRNA were quantified by qRT–PCR using SYBR Green I master (Roche, Basel, Switzerland) and determined using the 2^−*ΔΔ*CT^ method in a LightCycler 480 system (Roche). For mRNA detection, glyceraldehyde-3-phosphate dehydrogenase (GAPDH) served as the reference gene. Each sample was assayed in triplicate. The primer sequences are listed in Table S1.

### 2.9. Next-Generation Sequencing

The mRNA expression of macrophages from MPEs of WT or IL-10^−/−^ mice was sequenced using a HiSeq sequencer with a pair-end 150-bp reading length (Illumina, San Diego, CA, USA). A fold-change threshold of two and *P* = 0.05 were used to select significant differentially expressed genes between the two groups. Heatmaps for gene clustering were created using HemI 1.0 [24].

### 2.10. Western Blot

Proteins extracted from cells were separated on 12% sodium dodecyl sulfate–polyacrylamide gel electrophoresis gels and transferred onto nitrocellulose membranes. The blots were blocked with 5% nonfat milk at room temperature for 1 hr and then incubated with specific primary antibodies (S100A9, 1:1000 (Abcam, Cambridge, UK) or GAPDH, 1:6000 (Abcam)) at 4°C overnight, followed by horseradish peroxidase–conjugated secondary antibodies (Abcam) at room temperature for 1 hr. Then, bands were developed with ECL detection reagents (Millipore, Burlington, MA, USA). GAPDH was used as the control.

### 2.11. Transwell Migration Assay

The cell migration assay was performed using 24-well plates with 8.0 *μ*m pore filters (Costar, Cambridge, MA, USA). Tumor cells with a density of 2 × 10^5^ cells/mL were suspended in FBS-free DMEM and seeded in the upper chamber. A total of 2 × 10^5^ macrophages isolated from MPEs of WT and IL-10^−/−^ mice were suspended in DMEM with 10% FBS and added to the lower chamber. After incubation for 24 hr, the migrated cells were fixed in methanol and identified with crystal violet. Cells were photographed with a microscope and counted in each group.

### 2.12. Cell Coculture and Apoptosis Assay

MC38 cells were cocultured with MPE macrophages using a cell culture insert with 0.4 *μ*m pores (Corning, NY, USA). MPE macrophages isolated from WT and IL-10^−/−^ mice were seeded within the upper chamber, while MC38 cells (2 × 10^5^ cells/mL) were plated on the lower chamber. Subsequently, the upper chamber was placed onto the plates. After coculture for 24 hr, MC38 cells were collected, and the apoptotic cells were analyzed using a fluorescein isothiocyanate Annexin V Apoptosis Detection Kit (BD Biosciences).

### 2.13. Statistical Analysis

Data were expressed as mean ± standard deviation. Statistical differences between groups were revealed using Student's *t* test, Student's paired *t* test, or one-way analysis of variance for grouped comparisons, as appropriate. Survival curves were plotted using the Kaplan–Meier method, and differences were evaluated with the log-rank test. Statistical analyses were conducted using GraphPad Prism 7 (GraphPad Software) or SPSS version 19.0 (IBM Corporation, Armonk, NY, USA), and *P* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. IL-10 Deficiency Suppressed MPE Production and Decreased Macrophages in MPEs

MC38 cells were intrapleurally injected into IL-10^−/−^ and WT mice; then, 10 days later, MPEs and pleural tumors were collected and analyzed. Our results showed that IL-10 deficiency suppressed the production of MPE and tumors (Figure 1(a)), and prolonged the survival of mice bearing MPEs (Figure 1(b)). Significant declines in MPE volume and tumor mass were observed in the IL-10^−/−^ group compared to the WT control group (Figure 1(c), left two panels). The Evan's blue MPE/blood ratio and Ki67^+^ area in pleural tumors were decreased in the IL-10^−/−^ group (Figure 1(c), right two panels), indicating that IL-10 absence suppressed the development of MPEs by reducing vascular permeability and inhibiting tumor angiogenesis and proliferation, consistent with the findings of previous studies [13, 14]. We further tested the profiles of immune cells. As shown in Figures 1(d) and Figure S1(a), the percentage of macrophages in the MPEs of IL-10^−/−^ mice was significantly lower than that in the MPEs of WT mice.

### 3.2. IL-10 Regulated M1/M2 Polarization In Vivo and In Vitro

Macrophages are commonly classified as either M1 or M2 phenotype, although the phenotypes and populations of macrophages are heterogeneous [25]. In lung tissues, macrophages show altered phenotypes and functions [26]. To investigate the phenotypes and functions of macrophages in MPEs, we first tested the M1/M2 spectrum in MPEs of WT and IL-10^−/−^ mice. The results (Figures 2(a) and Figure S1(b)) showed that M2 macrophages (CD206^+^MHC-II^−^) were decreased and M1 macrophages (CD206^−^MHC-II^+^) were increased in IL-10^−/−^ group, and the difference was statistically significant. To figure out how IL-10 regulates M1/M2 polarization in MPEs, BMDMs of WT, and IL-10^−/−^ mice were isolated and cultured under the M1 condition (interferon-*γ*, 50 ng/mL and LPS, 100 ng/mL) or M2 condition (IL-4, 10 ng/mL), respectively. The expression levels of iNOS and IL-12*β* were significantly higher in the IL-10^−/−^ group under the M1 condition compared to M2 condition (Figure 2(b), left panel). In the M2 condition, the levels of Arg-1 and CD206 were lower in the IL-10^−/−^ group than in the WT group. The results showed that IL-10 regulates M1/M2 polarization *in vitro* and *in vivo*, which might play an important role in influencing the production and development of MPEs.

To further research whether IL-10 affects the function of MPE macrophages, MC38 cells were cocultured with MPE macrophages from WT and IL-10^−/−^ mice *in vitro*. In the transwell system, MPE macrophages from WT mice significantly promoted more MC38 cell migration compared to those from the IL-10^−/−^ group, as shown in Figure 2(c). Besides, the effects of macrophages on MC38 cell apoptosis were also analyzed.  Figure 2(d) shows that macrophages from WT mice inhibited MC38 cell apoptosis more significantly compared to those from the IL-10^−/−^ group.

### 3.3. Downregulation of S100A9 Was Related to M1/M2 Polarization In Vitro

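Il10 transcript was present in the macrophages of both groups, and its level was higher in the libraries labelled IL-10−/− than in the WT libraries. Il10, which encodes the cytokine that the IL-10−/− mice are meant to lack, lies on chromosome 1 of GRCm38 from 131019845 to 131024974. The WT libraries held 6.43, 33.3 and 7.33 FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library), and the libraries labelled IL-10−/− held 59.2, 62.0 and 42.4 FPKM. The log2 fold change was 2.09 (standard error 0.53), which did not pass the test (adjusted p = 0.14 from limma), although every one of the libraries labelled IL-10−/− lay above every WT library (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). Without WT replicate 2, the log2 fold change was 2.80 and the adjusted p from limma 0.0049. Over all settings tried the adjusted p ranged from 0.0019 to 0.43, and the lower end came from the authors' deposited p-values rather than from limma. In the authors' deposited table Il10 is marked as up, with a log2 fold change of 1.80 and a p-value of 5e-05. A gene-level FPKM does not show whether a transcript of the targeted allele is complete or encodes protein. The paper's supplement names the mouse line by supplier and stock number, and neither the paper nor the supplement describes a cassette in the allele. The direction of the targeted gene goes against the labels as a simple loss of transcript, so the groups are named here by their labels.

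The RNA came from macrophages isolated with F4/80 microbeads (F4/80 is a surface protein of mouse macrophages) from malignant pleural effusions 10 days after MC38 cells, a mouse colon adenocarcinoma line, were injected into the pleural cavity. By their labels, the 6 libraries were 3 of WT mice and 3 of IL-10−/− mice, made from poly(A) RNA and sequenced as paired ends. The paper's supplement states that the WT mice came from Vital River and the IL-10−/− mice from Jackson Laboratory. Supplier and genotype therefore cannot be told apart in these libraries. The labels number the mice of each library but do not say whether a library holds 1 mouse or several, so that the p-values measure the spread between these libraries. Marker genes of macrophages were abundant in all of them, and Lyz2, the lysozyme gene of myeloid cells, stood at 4493 ± 927 FPKM in the WT libraries and 7956 ± 1270 FPKM in the libraries labelled IL-10−/− (SD, n = 3 each). The authors' table gave 23302 genes, with the FPKM of each library. These values summed to 918861, 1066193 and 1125015 in the WT libraries and to 885310, 988908 and 1055848 in the libraries labelled IL-10−/−. FPKM keeps no read totals, so the depth of each library is unknown, and genes at low FPKM carry the most counting error. Between 11602 and 11935 genes per library reached 1 FPKM. Correlations across genes (which are not independent replicates) of log2(FPKM + 1) were 0.965 to 0.985 within a group and 0.962 to 0.973 between groups. The first principal component (34.4% of the variance) separated the groups, from −25.1 to −11.6 in the WT libraries and from −2.33 to 30.9 in the libraries labelled IL-10−/−. WT replicate 1 and the library labelled IL-10−/− replicate 3 held lower levels of most genes of resident macrophages of the body cavities than the other 4 libraries, a pattern looked for after the data were seen. Both lay below the rest in 12 of 15 tested genes. Icam2, one of the 12, was at 27.5 and 32.9 FPKM in them and at 52.7 to 138 FPKM in the others. Lyve1, one of the 3 that did not follow, was at 10.0 and 9.07 FPKM in them, at 15.4 and 29.0 FPKM in the other WT libraries and at 8.31 and 4.69 FPKM in the other libraries labelled IL-10−/−.

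Each gene with at least 1 FPKM in at least 3 of the 6 libraries was tested with limma on log2(FPKM + 1), with Benjamini-Hochberg adjustment over the 11838 genes tested. Fold changes are on this log2(FPKM + 1) scale, which understates the change of genes with low FPKM. Rose and fell are used for genes with an adjusted p under 0.05.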

To gain further insight into the IL-10-induced M1/M2 polarization, macrophages were isolated from MPEs of WT and IL-10^−/−^ mice, and total RNA was extracted and subjected to mRNA sequencing (GSE220281). 

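At an adjusted p under 0.05 from limma, 72 genes rose and 57 genes fell in the libraries labelled IL-10−/−. The largest rises were in Ctse, which encodes the protease cathepsin E, Pydc3, a gene of the interferon-inducible Ifi200 family, and Chil1, which encodes a chitinase-like protein. Ctse stood at 2.69 ± 0.540 FPKM in the WT libraries and at 34.5 ± 0.795 FPKM in the libraries labelled IL-10−/− (SD, n = 3 each), a log2 fold change of 3.27 (standard error 0.15, adjusted p = 2.1e-04 from limma). Pydc3 went from 0.328 to 11.6 FPKM (log2 fold change 3.24, standard error 0.18) and Chil1 from 8.35 to 60.4 FPKM (log2 fold change 2.70, standard error 0.18). Ctse (from 131638306 to 131675505) and Chil1 (from 134182176 to 134190181) lie on chromosome 1 within 10 Mb of the targeted Il10.

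Among the other large rises were the immunity-related GTPase genes Iigp1 (log2 fold change 2.55) and Tgtp1 (2.03), the guanylate-binding protein genes Gbp6 (2.23 and 2.15 for the 2 entries of this symbol) and Gbp10 (2.19), and Fam26f (2.38). The glucuronosyltransferase models Ugt1a2, Ugt1a5 and Ugt1a6b also rose, with log2 fold changes of 2.58, 2.52 and 2.02, while the authors' deposited table gives them p-values of 0.18, 0.13 and 0.32 and no mark. Ugt1a7c, a more abundant model of the same locus that was chosen after its values were seen, fell from 49.5 to 14.2 FPKM (log2 fold change −1.74, adjusted p = 9.8e-04 from limma). The Ugt1a models share their last exons, and the Gbp and Tgtp genes have near-identical copies, so how their reads were split between members is uncertain. On the other side, Cxcl3, which encodes a chemokine that attracts neutrophils, fell from 475 ± 158 to 76.8 ± 25.8 FPKM (SD, n = 3 each), with a log2 fold change of −2.63. Cxcr2, a receptor of such chemokines, had a log2 fold change of −2.33 (adjusted p = 0.042 from limma). Cd163, the scavenger receptor for haptoglobin and hemoglobin, fell by 2.19, Plet1 fell by 2.12 and Ddit4, an inhibitor of mTORC1 signaling, fell by 1.98 on the log2 scale. Gpr55, a G protein-coupled receptor, went from 2.27 to 0.424 FPKM (log2 fold change −1.20, adjusted p = 0.027 from limma). Each of the 129 genes had the 3 libraries of one group above the 3 of the other, which a call on the same values makes likely and which is no added evidence. Of all genes tested, 15.4% were separated in this way, where chance gives 10%.

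At a fold change of at least 2 and an unadjusted p under 0.05, 105 genes were higher and 153 lower in the libraries labelled IL-10−/−, so that 40.7% were higher. With FPKM rescaled to an equal sum per library, as in TPM, the same thresholds gave 136 higher and 130 lower, 51.1% higher. The authors' deposited table marks 218 genes as up and 360 as down, and these include 57 of the 72 genes that rose and 44 of the 57 that fell. The counts at an adjusted p under 0.05 depended on single libraries. They were 36 higher and 15 lower without WT replicate 2, 26 and 14 without WT replicate 3, 30 and 20 without the library labelled IL-10−/− replicate 1, and 33 and 24 without the library labelled IL-10−/− replicate 2. Of the 35 genes taken by the naming rule at an adjusted p under 0.05, 16 kept it whichever library was left out, among them Ctse, Pydc3, Chil1, Iigp1, Tgtp1, Gbp6, Gbp10, Fam26f, Cxcl3, Cd163 and Ddit4, whereas Gpr55 kept it in none of the 6 fits, Ugt1a6b in 1, Cxcr2 in 2 and Plet1 and Ugt1a5 in 5. Without a filter on low values, 22 genes were higher and 10 lower.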

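Genes induced by interferon were higher as a group in the libraries labelled IL-10−/−. Of 24 measured genes of the interferon-gamma response, 14 rose and none fell (20 higher when adjusted over the list alone), and the median log2 fold change was 1.35. Tgtp2, an immunity-related GTPase gene that shares reads with its copy Tgtp1, went from 52.9 ± 3.71 to 216 ± 36.3 FPKM (SD, n = 3 each). Cxcl10, which encodes a chemokine for T cells, was at 27.7 ± 11.8 and 74.1 ± 14.1 FPKM (log2 fold change 1.44, adjusted p = 0.067 from limma). The adjusted p of the list was 1.0e-32 from limma's camera with a preset correlation of 0.01, with an adjusted p of 0.065 with an estimated correlation and of 0.0067 from fry. Of 24 measured genes of the type I interferon response, 4 rose and none fell (21 higher when adjusted over the list alone), with a median log2 fold change of 0.82. These included Cmpk2, a mitochondrial nucleotide kinase gene (log2 fold change 1.49, standard error 0.14), and Ifit1, an antiviral gene (1.26, standard error 0.21), which kept an adjusted p under 0.05 in 1 of the 6 fits without 1 library. Mx1 (1.29) and Usp18 (1.33), the other genes of this list that rose, were chosen after their values were seen, and kept it in 0 and 1 of these fits. The adjusted p of this list was 1.9e-24 with the preset correlation, 0.065 with an estimated correlation and 0.0067 from fry. All 13 genes of MHC class I presentation had log2 fold changes above 0, with a median of 0.42. None of them passed the test over all genes (3 higher when adjusted over the list alone). The adjusted p of the list was 5.0e-06 from camera, with an adjusted p of 0.090 with an estimated correlation and of 0.0067 from fry. Without the library labelled IL-10−/− replicate 1 the adjusted p from fry was 0.0504 for each of these 3 lists, and with the replicate block it was 0.073, 0.17 and 0.17, while FPKM rescaled as in TPM ended the call of the MHC class I list alone (0.096). Tapbp, which loads peptides onto class I molecules, had a log2 fold change of 0.56 (adjusted p = 0.14 from limma) and the proteasome subunit gene Psmb10 of 0.56 (adjusted p = 0.20).

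Genes that IL-10 induces in macrophages were lower as a group. Of 14 such genes, 3 fell and none rose, both over all genes and when adjusted over the list alone, and the median log2 fold change was −0.39. The 3 were Cd163, Ddit4 and, chosen after its values were seen, Hmox1, the heme oxygenase gene (log2 fold change −1.27, adjusted p = 0.025 from limma, kept under 0.05 in 2 of the 6 fits without 1 library). The adjusted p of the list was 7.9e-06 from camera, 0.18 with an estimated correlation and 0.037 from fry. The call from fry was lost without any 1 library (adjusted p = 0.067 to 0.12) other than the one labelled IL-10−/− replicate 3, with quantile normalization (0.075), with FPKM rescaled as in TPM (0.20) and with the replicate block (0.18), and the median was −0.23 without the library labelled IL-10−/− replicate 2. All 21 immediate early and dissociation stress genes, which handling of cells can induce, also had log2 fold changes below 0, with a median of −0.48. None passed the test, over all genes or when adjusted over the list alone, and the list had an adjusted p of 1.7e-08 from camera, of 0.27 with an estimated correlation and of 0.16 from fry. Egr1, one of them, had a log2 fold change of −1.21 (adjusted p = 0.14 from limma). The IL-10 response list holds 3 of these genes, Dusp1, Socs3 and Zfp36. Without them, a setting chosen after the data were seen, 8 of its 11 remaining genes were below 0, the median was −0.25 and the call from fry was lost (adjusted p = 0.11, against 7.8e-05 from camera and 0.28 with an estimated correlation). With 1 library left out as well, this median ran from −0.14 without WT replicate 1 to −0.42 without the library labelled IL-10−/− replicate 3. In the latter fit fry passed again (adjusted p = 0.049). Of 25 inflammatory cytokine genes of the NF-kB pathway, 1 fell (Cxcl3) and none rose (2 higher and 2 lower when adjusted over the list alone), with a median log2 fold change of −0.33. This list had an adjusted p of 0.027 from camera, of 0.50 with an estimated correlation and of 0.39 from fry. The call from camera was lost without WT replicate 2 (median −0.12, adjusted p = 0.41), without the library labelled IL-10−/− replicate 3 (median −0.05, adjusted p = 0.38) and, among other settings, with no filter on low values (0.085). Il23a, a subunit gene of interleukin 23, had a log2 fold change of −1.42 (adjusted p = 0.10 from limma), Il1b of −0.42 (adjusted p = 0.73) and Tnf of −0.34 (adjusted p = 0.85).

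Transcripts of lymphocytes were also measured in these macrophage preparations. Of 23 T cell genes, 22 had log2 fold changes above 0, with a median of 0.64. None passed the test over all genes (3 higher when adjusted over the list alone). The adjusted p of the list was 1.7e-07 from camera, 0.40 with an estimated correlation and 0.33 from fry. The median was 0.24 without the library labelled IL-10−/− replicate 1 and 0.38 with a filter at 5 FPKM. Lat, a signaling adaptor of the T cell receptor, went from 5.72 to 12.8 FPKM (log2 fold change 1.04, adjusted p = 0.12 from limma). All 14 B cell genes had log2 fold changes below 0, with a median of −0.60. None passed the test over all genes (6 lower when adjusted over the list alone). The adjusted p of the list was 4.8e-08 from camera, 0.27 with an estimated correlation and 0.16 from fry. The median of the list was −0.39 without the library labelled IL-10−/− replicate 3.

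**Figure D1:**
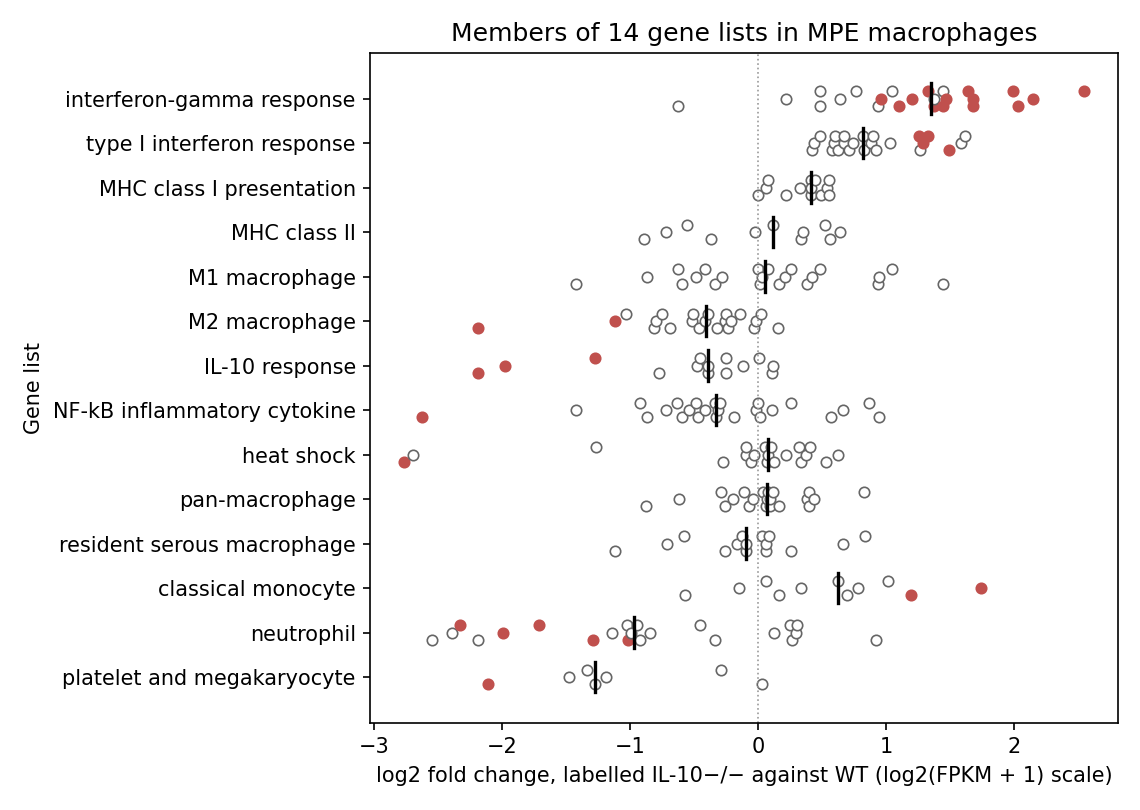
Log2 fold change (libraries labelled IL-10−/− against WT, on the log2(FPKM + 1) scale) on the horizontal axis for the measured members of 14 gene lists, one list per line. Each point is a gene, filled where its adjusted p was under 0.05, the vertical bar is the median of the list and the dotted line marks 0. The medians of the interferon-gamma and type I interferon lists lie at 1.35 and 0.82.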

Significant differential expression of genes was characterized as a clustered heatmap (Figure 3(a), left panel), and representative differential genes were listed (see Figure 3(a), right panel). 

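S100a9 transcript was lower in the libraries labelled IL-10−/− than in the WT libraries, and so was that of S100a8, whose protein forms the heterodimer calprotectin with S100A9. S100a9 (ENSMUSG00000056071) lies on the minus strand of chromosome 3 of GRCm38 from 90692632 to 90695721, with 3 exons in its principal transcript. Its level was 1252, 2328 and 1772 FPKM in the WT libraries and 334, 116 and 446 FPKM in the libraries labelled IL-10−/−. The means were 1784 ± 538 and 298 ± 168 FPKM (SD, n = 3 each), a log2 fold change of −2.74 (standard error 0.47, adjusted p = 0.042 from limma). Every one of the libraries labelled IL-10−/− lay below every WT library (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). S100a8, at 90668978 to 90670035 of the same chromosome, was at 1384 ± 342 and 365 ± 165 FPKM (SD, n = 3 each), with a log2 fold change of −1.99 (standard error 0.34, adjusted p = 0.040 from limma).

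Marker genes of neutrophils, the cells in which S100a8 and S100a9 are most abundant, were lower in the same libraries. Of 22 measured neutrophil genes, fixed without S100a9, G0s2 and Stfa1, 5 fell and none rose (12 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of −0.97. The list had an adjusted p of 1.7e-08 from camera, of 0.11 with an estimated correlation and of 0.037 from fry. The call from fry was lost whichever library was left out (adjusted p = 0.065 to 0.12), with FPKM rescaled as in TPM (0.096) and with the replicate block (0.30). Retnlg, a resistin-like gene of neutrophils, went from 205 ± 24.2 to 64.6 ± 25.6 FPKM (SD, n = 3 each), a log2 fold change of −1.71 (adjusted p = 0.026 from limma). Csf3r, the receptor gene of granulocyte colony-stimulating factor, had a log2 fold change of −1.01 (adjusted p = 0.025 from limma). The other 3 were S100a8, Cxcr2 and, chosen after its values were seen, Lcn2 (log2 fold change −1.29). Genes of classical monocytes, which express S100a8 and S100a9 too, went the other way. Of 11 measured genes, 2 rose and none fell (6 higher when adjusted over the list alone), with a median log2 fold change of 0.62 and an adjusted p of 1.3e-05 from camera, against 0.27 with an estimated correlation. From fry the adjusted p of this list was 0.11. Ly6c2, a surface marker of classical monocytes that shares reads with Ly6c1, went from 784 ± 104 to 2692 ± 797 FPKM (SD, n = 3 each), a log2 fold change of 1.75 (adjusted p = 0.018 from limma), and Gpr141 had a log2 fold change of 1.20. Of 21 genes common to macrophages, none passed the test (1 lower when adjusted over the list alone), with a median log2 fold change of 0.07 and an adjusted p of 0.64 from camera. That median was 0.00 without the library labelled IL-10−/− replicate 2, 0.02 without WT replicate 1 or the library labelled IL-10−/− replicate 3, 0.13 without WT replicate 2 or the library labelled IL-10−/− replicate 1, and −0.03 with array weights. Adgre1, which encodes F4/80, was at 109 ± 36.8 and 157 ± 83.1 FPKM (SD, n = 3 each), with a log2 fold change of 0.40 (adjusted p = 0.85 from limma).

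S100a9 passed the threshold by a small margin, and its adjusted p from limma was 0.063 without WT replicate 1, 0.17 without WT replicate 2, 0.15 without WT replicate 3, 0.095 without the library labelled IL-10−/− replicate 1 and 0.26 without a filter on low values. Over all settings tried, the adjusted p from limma ranged from 0.0083 (array weights) to 0.26. The authors' deposited p-values, adjusted over the genes tested, gave 0.0019. S100a8 kept an adjusted p under 0.05 in 1 of the 6 fits without 1 library, as did Retnlg, while Csf3r kept it in 2, Ly6c2 in 4, Lcn2 in 1 and Gpr141 in none.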

After quantitative RT–PCR and Western blot confirmation, S100A9 expression was confirmed to be downregulated in IL-10^−/−^ MPE macrophages (Figures 3(b) and 3(c)). To elucidate whether S100A9 downregulation was associated with M1/M2 polarization, siS100A9 was designed and transfected into BMDMs separated from WT mice *in vitro*. As shown in Figure 3(d), siS100A9 treatment inhibited M2 polarization and promoted M1 polarization.

### 3.4. Downregulation of S100A9 Expression Contributed to MPE Suppression by Regulating M1/M2 Polarization

To further characterize the effects of S100A9 on MPE suppression, we inhibited S100A9 expression *in vivo* (Chol-siS100A9, modified with cholesterol, based on siS100A9 *in vitro*). The results showed that Chol-siS100A9 inhibited S100A9 expression in macrophages from MPEs, blood, and spleens compared to the cholesterol-conjugated control (Chol-siCtr) (Figure 4(a)). MPE volume and tumor weight were significantly decreased in the Chol-siS100A9 group (Figure 4(b)).

The percentage of macrophages in MPE was significantly decreased in MPEs when S100A9 was suppressed (Figure 4(c)). We examined the M1/M2 spectrum in MPE, and consistent with the *in vitro* results, Chol-siS100A9 administration also decreased M2 macrophages and increased M1 macrophages in treated MPEs compared to those in the control group (Figure 4(d)). After treatment with Chol-siS100A9 or the corresponding control, macrophages were separated from MPEs for further study. After coculturing with macrophages from MPEs, the migration capacity of MC38 cells was inhibited (Figure 4(e)) and apoptosis was promoted (Figure 4(f)) in Chol-siS100A9 mice compared with those in the control group.

The correlation between IL-10 and S100A9 gene expression in lung cancer was analyzed using the Gene Expression Profiling Interactive Analysis database, and it showed a positive correlation between IL-10 and S100A9 (*R* = 0.4, *P* < 0.001) (Figure 4(g)). In addition, we explored the potential relationship between the expression levels of S100A9 and human lung cancer progression. It was noted that a greater expression of S100A9 was associated with a lower overall survival rate both in patients with ungrouped lung cancer and patients with lung adenocarcinoma (Figure 4(h)).

## 4. Discussion

MPE is a common and challenging problem worldwide due to its high morbidity, mortality, and associated health care cost and burden. More than 1 million people globally are diagnosed with MPEs each year [27]. Moreover, the incidence of MPE onset is likely to increase as cancer rates rise worldwide. A great deal of research work has been done to elucidate the mechanism of MPEs. Mounting evidence indicates that the interactions between cancer cells and immune cells, as well as the vascular leakiness leading to fluid accumulation in the pleural space, are mainly responsible for MPE formation [28, 29]. Our previous data showed that IL-10 promotes the development of MPEs in mice by regulating the differentiation and migration of T_H_1 and T_H_17 cells [13], and IL-10 inhibits the expansion of T_H_1 cells via the miR-7116-5p/GPR55/ERK signaling pathway, resulting in MPE aggravation [14]. In this study, we extended our previous findings and revealed that IL-10 induces the production of MPE via S100A9-mediated M1/M2 polarization.

IL-10 plays a key role in tumor immune evasion as well as its immunomodulatory functions with both immunosuppressive and immunostimulatory activities. It is essential to understand the regulatory mechanism of IL-10 in MPE formation, both for deciphering how IL-10 acts in regulating tumor immunity and for discovering important molecular targets for intervention in cancers. Our previous studies on the role of IL-10 in MPEs mostly focused on the function of T-cells, especially CD4^+^ T-cells, but the pathogenesis of IL-10-induced MPE has not been fully elucidated. Cardoso et al. [30] reported that IL-10-stimulated macrophages are more effective than LPS-stimulated macrophages with a pro-inflammatory effect at promoting the invasion of gastric and colorectal cancer cells. In the microenvironment of MPE, IL-10 may play an important role in the formation of the MPE by affecting the function and spectrum of macrophages; thus, we have focused on elucidating this issue from the viewpoint of M1/M2 macrophage activation.

Depending on different activation signals, macrophages could be divided into the classical M1 type or an alternative M2 type in the tumor microenvironment. It has been reported that immune escape in the tumor microenvironment leads to the repolarization of macrophages from M1 to M2 in the late stage of tumor progression and metastasis [31]. Our results showed that, in the MPE microenvironment, the percentage of M2 macrophages showed a significant decrease in the absence of IL-10. *In vitro*, BMDMs isolated from WT and IL-10^−/−^ mice showed similar results as MPE macrophages when activated in the M1 or M2 condition, respectively. The functions of macrophages are affected by the surrounding environments and vary with their phenotype transition [32]. During this study, we further investigated the changes in macrophage function. We also observed that IL-10 deficiency suppressed the migration capacity of tumor cells and promoted tumor cell apoptosis, indicating that tumor cells with impaired migration, and viability contribute to pleural stomata occlusion and lymph vessel obstruction to a lesser extent.

It has been demonstrated that MPE macrophages of lung adenocarcinoma cancer patients within the unique M1/M2 spectrum show plasticity in the M1–M2 transition [21]. 

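M2 genes were lower as a group in the macrophages of the libraries labelled IL-10−/− than in those of the WT libraries, while M1 genes did not pass the test as a group. Of 22 measured M2 genes, 20 had log2 fold changes below 0, 2 fell and none rose (5 lower when adjusted over the list alone), with a median of −0.40. The 2 were Cd163 and Mgl2, a C-type lectin gene, which went from 18.0 ± 3.62 to 7.68 ± 0.252 FPKM (SD, n = 3 each), a log2 fold change of −1.12 (adjusted p = 0.025 from limma, kept in 1 of the 6 fits without 1 library). Arg1, the arginase gene, was at 4255 ± 275 and 2115 ± 492 FPKM (SD, n = 3 each), with a log2 fold change of −1.03 (adjusted p = 0.092 from limma). Mrc1, which encodes CD206, was at 177 ± 35.3 and 104 ± 15.8 FPKM, with a log2 fold change of −0.75 (adjusted p = 0.14 from limma). The M2 list shares Cd163, Il4ra and Il1rn with the IL-10 response list and Egr2 with the dissociation stress list, so these lists are not independent. It had an adjusted p of 1.7e-07 from camera, of 0.11 with an estimated correlation and of 0.020 from fry. The call from fry was lost without any 1 library (adjusted p = 0.063 to 0.10) other than the one labelled IL-10−/− replicate 3, with FPKM rescaled as in TPM (0.096) and with the replicate block (0.17). In the same libraries the classical monocyte genes had a median log2 fold change of 0.62, with Ly6c2 among those that rose, and the dissociation stress genes one of −0.48.

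Of 22 measured M1 genes, none passed the test over all genes (4 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.05 (−0.09 without WT replicate 1, 0.16 without WT replicate 3, and 0.09 and 0.08 without the libraries labelled IL-10−/− replicates 1 and 2) and an adjusted p of 0.24 from camera and of 0.50 with an estimated correlation. Nos2, which encodes iNOS, had a log2 fold change of −0.62 (standard error 0.46, adjusted p = 0.74 from limma) and Il12b of 0.00 (standard error 0.40). Of 11 MHC class II genes, none passed the test over all genes (3 higher and 3 lower when adjusted over the list alone). Their median log2 fold change was 0.12 (from 0.04 without WT replicate 1 or 2, and 0.05 without the library labelled IL-10−/− replicate 3, to 0.19 without the library labelled IL-10−/− replicate 1 and 0.27 without WT replicate 3), their mean 0.00 and the adjusted p of the list 0.76 from camera and 0.90 with an estimated correlation. H2-Ab1, a chain of the class II molecule, was at 1669 ± 323 and 1793 ± 172 FPKM (SD, n = 3 each), and H2-Oa, which encodes a chain of the modulator H2-O, had a log2 fold change of −0.89 (adjusted p = 0.12 from limma).

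The mean log2(FPKM + 1) of the M1 genes minus that of the M2 genes was −1.04 ± 0.249 in the WT libraries and −0.478 ± 0.227 in the libraries labelled IL-10−/− (SD, n = 3 each). The difference of 0.56 had the smallest p that 3 against 3 allow (exact two-sided permutation test, p = 0.1). The paper concludes that IL-10 promotes MPE through M1/M2 polarization that S100A9 mediates. Its evidence includes the lower S100A9 of the IL-10−/− MPE macrophages and the shift from M2 to M1 after S100A9 was silenced (Figures 3(d) and 4(d)). It also includes M1 and M2 shares of MPE cells by surface protein (Figure 2(a)). Transcripts were measured there in stimulated bone marrow-derived macrophages (Figure 2(b)). These measures are unlike the transcript levels of whole MPE macrophage preparations given here.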

To address the role of IL-10 in the regulation of M1/M2 polarization in MPE, we compared mRNA expression profiles between MPE macrophages derived from WT and IL-10^−/−^ mice, and S100A9 was confirmed to be downregulated in IL-10^−/−^ mice. It has been reported that S100A9 is expressed in a wide variety of cell types and is abundant in neutrophils, monocytes, and keratinocytes and in the early differentiation states of macrophages [33, 34].

Previous studies found that elevated levels of S100A8/S100A9 (a member of the Ca^2+^ binding protein of the S100 family) were present in inflammation and various cancers in humans, and these observations have triggered widespread concern about S100A8/S100A9 as a new potential molecule with important roles in the process of immune modulation, which promotes malignancy formation and progression [35]. Several studies have reported that S100A9 participates in the process of development of various diseases by influencing the polarization and function of macrophage subtypes; however, the results vary across different disease models. Ganta et al. [36] reported that S100A8/A9 induces M1 macrophage phenotype polarization in ischemic macrophages in peripheral artery disease. S100A9 attenuates the development of M2 and induces pro-inflammatory functions in obesity [37]. Under hyperglycemic conditions, the upregulation of S100A9 induces an activating histone code on the gene promoter in M1 macrophages [38]. S100A9 treatment promotes BMDMs to evolve from M0 to M2 polarization, maintaining the immunosuppression function of testicular macrophages [39]. We reveal a yet-unrecognized impact of S100A9 on M1/M2 polarization, in that it contributes to an impaired tumor-migration capacity and increased apoptosis and subsequent longer survival period among patients with MPEs.

Overall, the downregulation of S100A9 plays a vital role in the process of IL-10 deficiency-mediated MPE suppression by the regulation of M1/M2 polarization, influencing tumor migration capacity, and apoptosis. This could lead to clinically applicable strategies to inhibit MPE formation by regulating the polarization of MPE macrophages. [1]

## Figures and Tables

**Figure 1:**
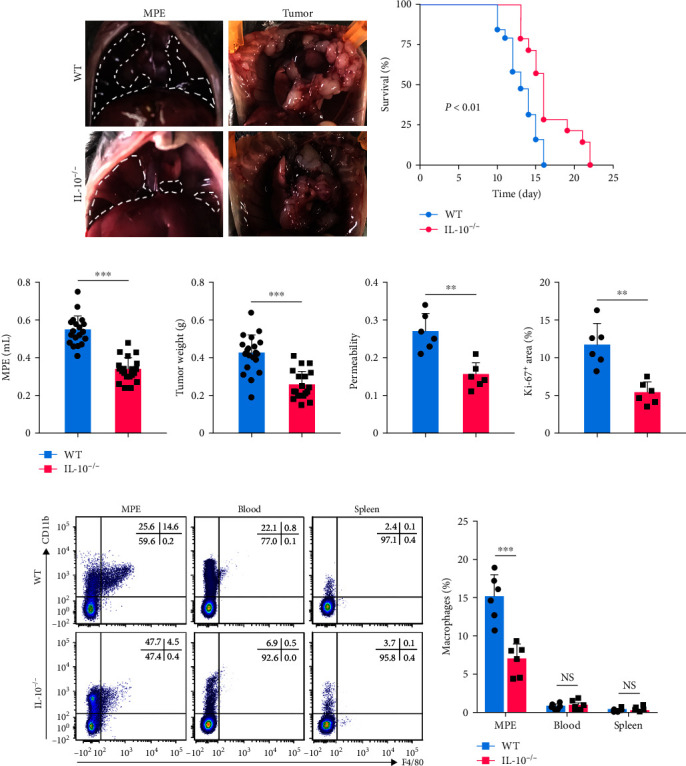
IL-10 deficiency suppresses the formation of MPE and decreases total macrophages in MPE. (a) Anatomical images of pleural effusion and intrapleural tumors of WT and IL-10^−/−^ mice. (b) Life span analysis was performed in mice receiving intrapleural injections of MC38 cells. The overall survival of the two groups was analyzed using the Kaplan–Meier method and a pairwise log-rank test (each *n* = 20). (c) Comparisons of MPE volume (each *n* = 20), pleural tumor mass (each *n* = 20), pleural vascular permeability (represented as the MPE/serum ratio of Evans blue concentration, each *n* = 6), and Ki67^+^ area in pleural tumors (each *n* = 6) between WT and IL-10^−/−^ mice. (d) Representative flow cytometric dot plots (left panel) and statistical comparisons (right panel) of macrophages (CD11b^+^F4/80^+^) in MPEs, blood, and spleens of WT and IL-10^−/−^ mice. Data are presented as mean ± standard deviation (SD).  ^*∗*^*P* < 0.05,  ^*∗∗*^*P* < 0.01,  ^*∗∗∗*^*P* < 0.001, compared by Student's *t* test.

**Figure 2:**
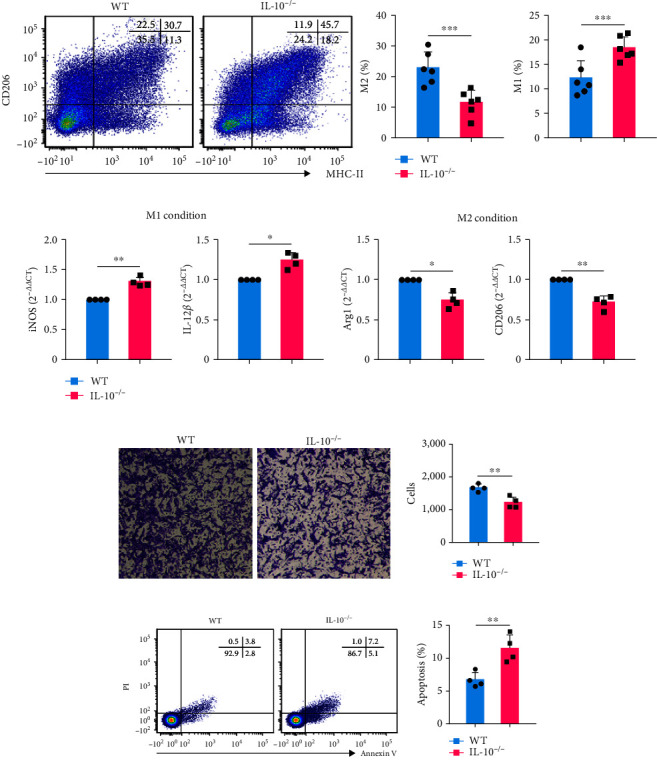
IL-10 regulates M1/M2 macrophage polarization in MPEs. (a) Representative flow cytometric dot plots (left panel) and statistical comparisons (right panel) of M2 macrophages (CD206^+^MHC-II^−^) and M1 macrophages (CD206^−^MHC-II^+^) in MPEs of WT and IL-10^−/−^ mice (*n* = 6). (b) Comparisons of mRNA expression of iNOS, IL-12*β*, Arg-1, and CD206 in WT and IL-10^−/−^ BMDMs activated under the M1 or M2 condition (each *n* = 4). (c) Migration capacity of MC38 cells cocultured with WT and IL-10^−/−^ mouse MPE macrophages was analyzed *in vitro* using a transwell coculture system; the representative images (left panel) and statistically significant numbers of migrated cells (right panel) are shown (*n* = 4). (d) MC38 cells were cocultured with macrophages from MPE, and the apoptosis of MC38 cells was evaluated. Representative flow cytometric dot plots (left panel) and comparisons (right panel) of the apoptotic fraction of MC38 cells cocultured with macrophages from MPEs of WT and IL-10^−/−^ mice (*n* = 4). Data are presented as mean ± SD.  ^*∗*^*P* < 0.05,  ^*∗∗*^*P* < 0.01,  ^*∗∗∗*^*P* < 0.001, compared by Student's *t* test.

**Figure 3:**
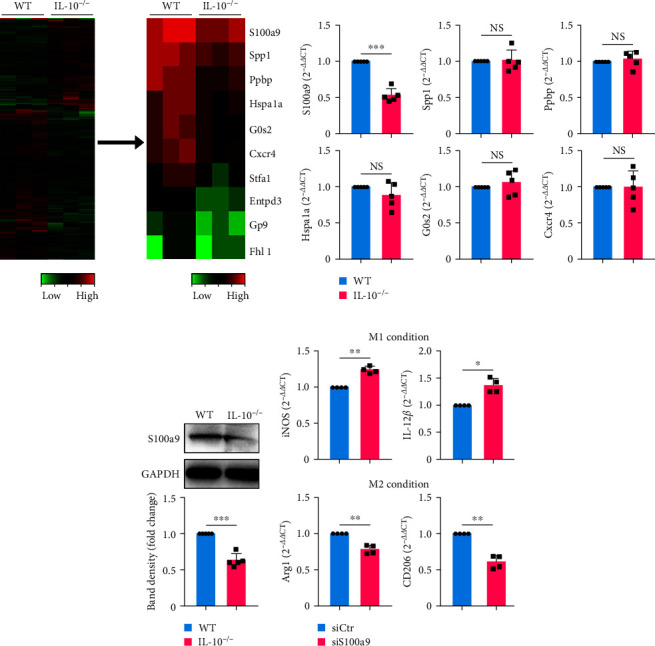
Downregulation of S100A9 expression is associated with M1/M2 macrophage polarization *in vitro*. (a) Heatmap shows a differential expression of mRNAs in MPE macrophages between WT and IL-10^−/−^ mice. The red color indicates a relatively high expression, and the green color indicates a relatively low expression. (b) Comparison of mRNA expression of S100A9, Spp1, Ppbp, Hspa1a, G0s2, and Cxcr4 in MPE macrophages from WT and IL-10^−/−^ mice (verified by quantitative RT–PCR, each *n* = 5). (c) Expression of S100A9 was analyzed by Western blot in MPE macrophages from WT and IL-10^−/−^ mice. Band densities of samples were analyzed and expressed as a fold change of normalized results from corresponding control cells (*n* = 5). (d) Comparison of mRNA expression of iNOS, IL-12*β*, Arg-1, and CD206 in WT BMDMs activated under the M1 or M2 condition in the presence of siCtr or siS100A9. Data are presented as mean ± SD.  ^*∗*^*P* < 0.05,  ^*∗∗*^*P* < 0.01,  ^*∗∗∗*^*P* < 0.001, compared by Student's *t* test.

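All 10 genes listed beside the heatmap of Figure 3(a) had a lower mean in the libraries labelled IL-10−/− than in the WT libraries, and 7 of them fell. The study chose these genes on these libraries, so their shared direction is not independent evidence. Ppbp, the platelet chemokine gene, went from 400 ± 205 to 33.1 ± 23.3 FPKM (SD, n = 3 each), a log2 fold change of −3.67 (standard error 0.52, adjusted p = 0.021 from limma). G0s2, which encodes an inhibitor of triglyceride lipase, was at 98.3 ± 25.6 and 11.8 ± 8.33 FPKM (log2 fold change −3.16), and Stfa1, a stefin gene of myeloid cells, at 30.3 ± 17.0 and 2.95 ± 1.47 FPKM (log2 fold change −2.87). Hspa1a, an inducible heat shock protein gene, was at 101 ± 52.7 and 13.3 ± 6.07 FPKM (log2 fold change −2.77), and Cxcr4, the receptor gene of the chemokine CXCL12, at 83.4 ± 23.4 and 30.4 ± 7.26 FPKM (log2 fold change −1.42). Entpd3, an ectonucleotidase gene, went from 3.99 ± 0.225 to 0.505 ± 0.103 FPKM (log2 fold change −1.73, standard error 0.16, adjusted p = 0.0035 from limma). Spp1, the osteopontin gene, was at 531 ± 230 and 212 ± 43.7 FPKM (log2 fold change −1.22) and did not pass the test (adjusted p = 0.20 from limma). In the same fit Spp1 did meet the study's own thresholds of fold change and significance, applied without adjustment. The platelet gene Gp9 and Fhl1, a LIM domain gene, lay below the filter on low values and were not tested. Gp9 was at 0.878, 1.94 and 2.36 FPKM in the WT libraries and at 0.222, 0.265 and 0.176 FPKM in the libraries labelled IL-10−/−, and Fhl1 at 0.0736, 2.10 and 2.75 against 0.0641, 0.283 and 0.423 FPKM. In the authors' deposited table their log2 fold changes are −2.96 and −2.68.

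Other genes listed as markers of platelets and red blood cells were lower in the same libraries. Which cells their transcripts came from was not tested. Of 7 measured platelet genes, fixed without Ppbp and Gp9, 1 fell and none rose (5 lower when adjusted over the list alone), with a median log2 fold change of −1.28 and an adjusted p of 1.7e-05 from camera, against 0.27 with an estimated correlation. From fry the adjusted p of the platelet list was 0.11. With no filter on low values the median over 17 platelet genes was −0.32, and a filter at 5 FPKM left 1 of them, Pf4, and no test. Pf4, platelet factor 4, went from 2563 ± 554 to 609 ± 230 FPKM (SD, n = 3 each), a log2 fold change of −2.11 (adjusted p = 0.018 from limma, kept under 0.05 in 2 of the 6 fits without 1 library). Nrgn, another gene of the list, was at 8.15 FPKM in the WT libraries and 2.10 FPKM in the libraries labelled IL-10−/−, far below Pf4. All 6 measured erythroid genes were below 0, with a median log2 fold change of −1.79, and none passed the test over all genes (6 lower when adjusted over the list alone). The erythroid list had an adjusted p of 1.1e-06 from camera, of 0.27 with an estimated correlation and of 0.16 from fry. Its median was −0.19 over 14 genes with no filter on low values. Hbb-bs, a beta globin gene, was at 1944 ± 716 and 534 ± 313 FPKM (SD, n = 3 each). Of 20 heat shock genes, 1 fell (Hspa1a) and none rose (3 lower when adjusted over the list alone), and the list did not pass the test (adjusted p = 0.64 from camera), with a median log2 fold change of 0.08 and a mean of −0.20 (median −0.01 without WT replicate 1, 0.03 and 0.13 without the libraries labelled IL-10−/− replicates 1 and 3, and −0.03 with array weights). Hspa1b, a near-identical copy of Hspa1a that shares reads with it, had a log2 fold change of −2.70 (adjusted p = 0.078 from limma).

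Of the 7 genes that fell, Entpd3 kept an adjusted p under 0.05 in each of the 6 fits without 1 library, Ppbp in 4, G0s2 in 2, Hspa1a and Stfa1 in 1 each and Cxcr4 in none. Cxcr4 lies on chromosome 1 from 128588199 to 128592293, within 10 Mb of the targeted Il10.

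**Figure D2:**
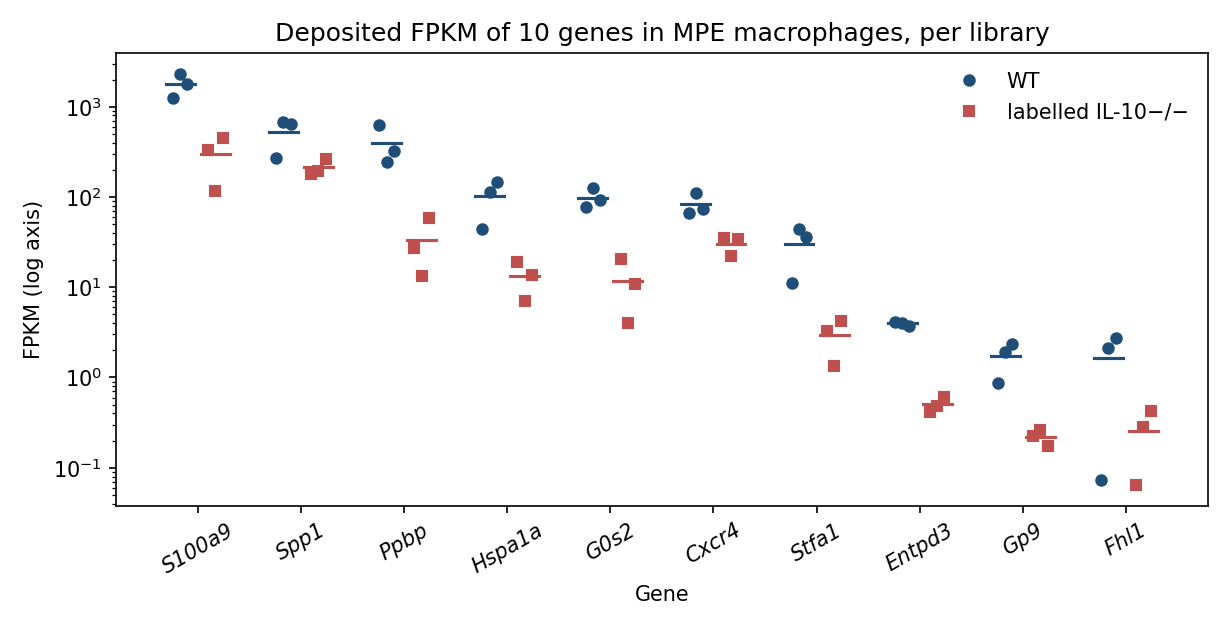
FPKM per library, on a log axis, of the 10 genes listed in Figure 3(a). Circles are the 3 WT libraries, squares the 3 libraries labelled IL-10−/− and horizontal bars the group means. For Entpd3 the group means are 3.99 and 0.505 FPKM.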

**Figure 4:**
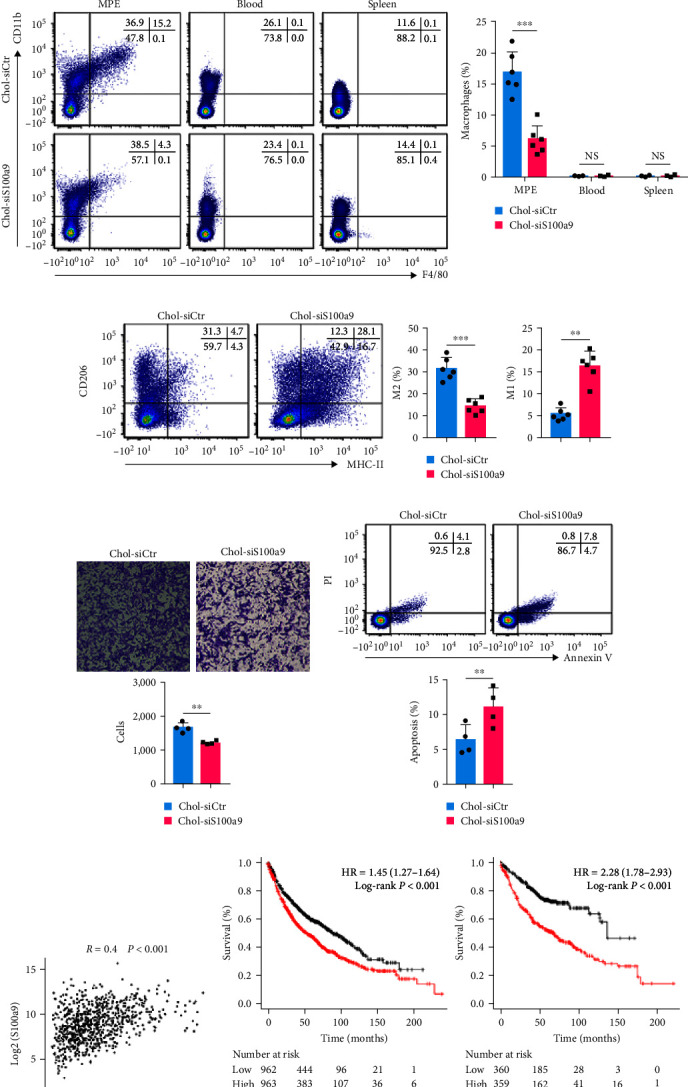
S100A9 knockdown in mice suppressed the development of MPE and regulated M1/M2 macrophage polarization in MPE. (a) S100A9 was knocked down by the application of Chol-siS100A9 in WT mice, and the downregulation of S100A9 in MPEs, blood, and spleens was verified by qRT–PCR (each *n* = 5). (b) Comparisons of MPE volume and intrapleural tumors in mice receiving Chol-siS100A9 and cholesterol-conjugated siCtr (Chol-siCtr). (c) Representative flow cytometric dot plots (left panel) and statistical comparisons (right panel) of MPE macrophages of the S100A9-knockdown and control groups (each *n* = 6). (d) Representative flow cytometric dot plots (left panel) and statistical comparisons (right panel) of M2 and M1 macrophages in MPEs from the S100A9-knockdown and control groups (each *n* = 6). (e) Transwell migration assay was performed on MC38 cells treated with macrophages from MPEs of the S100A9-knockdown and control groups; the representative images (upper panel) and statistically significant numbers of migrated cells (lower panel) are shown (*n* = 4). (f) Representative flow cytometric dot plots (upper panel) and comparisons (lower panel) of apoptosis in MC38 cells cocultured with macrophages from MPEs of the S100A9-knockdown and control groups (*n* = 4). (g) Correlation analysis of IL-10 and S100A9 gene expression was performed by GEPIA (data were from Kaplan–Meier plotter, http://gepia.cancer-pku.cn/index.html). (h) Overall survival of ungrouped lung cancer patients (left panel) and lung adenocarcinoma patients (right panel) with high- or low-S100A9 expression was evaluated using the Kaplan–Meier survival curves and compared using the pairwise log-rank tests (data were from Kaplan–Meier plotter, http://kmplot.com/analysis/). Data are presented as mean ± SD.  ^*∗*^*P* < 0.05,  ^*∗∗*^*P* < 0.01,  ^*∗∗∗*^*P* < 0.001, compared by Student's *t* test.

## Data Availability

The research data used to support the findings of this study are included within the article.

## Supplementary Materials

Supplementary Materials Table S1: primer sequences. Figure S1: IL-10 deficiency decreases total macrophages in MPE and IL-10 regulates M1/M2 macrophage polarization in MPEs in LLC models.

# Supplementary material for: S100A9 Regulated M1/M2 Macrophage Polarization in Interleukin-10-Induced Promotion of Malignant Pleural Effusion
**Source:** J Immunol Res. 2023 Jul 25;2023:3473464. doi: 10.1155/2023/3473464
**Supplement:** Supplementary Materials — Table S1: primer sequences. Figure S1: IL-10 deficiency decreases total macrophages in MPE and IL-10 regulates M1/M2 macrophage polarization in MPEs in LLC models.

**Details of Materials and Methods**

**Cells**

To obtain MC38-GFP cells, MC38 cells were transfected with the lentivirus with GFP fragment plus polybrene for 48 hours, positive cells were collected by flow cytometry. MC38-GFP cells with a purity > 96% were used in experiments.

**Mice and MPE models**

WT C57BL/6 mice were purchased from Beijing Vital River Laboratory Animal Technology (Beijing, China). *IL-10^–/–^*mice with a C57BL/6 background (Stock No. 002251) were purchased from Jackson Laboratory (Bar Harbor, ME). Mice used for experiments were sex, weight (20–25 g), and age (6–8 wk) matched. The mice were bred on a chow diet in a 12-hour: 12-hour light-dark environment at 25 °C in the Animal Center of Capital Medical University under high health status conditions. The animal study protocol was approved by the Institutional Animal Care and Utilization Committee of Capital Medical University.

Mouse models of MPE were prepared by intrapleural injection of 1.5 × 10^5^ LLC, MC38, or MC38-GFP cells as described previously. The cell pellets of MPE, blood, and spleen were resuspended in PBS, and mononuclear cells were isolated by Ficoll-Hypaque gradient centrifugation (Pharmacia, Uppsala, Sweden) within 1 hour to determine T-cell subsets. All the animal studies were approved by the Institutional Animal Care and Utilization Committee of Capital Medical University.

Cholesterol-conjugated S100A9-specifific small interfering RNAs (siRNAs) (Chol-siS100A9) and their corresponding negative controls (Chol-siCtr, from RiboBio, Guangzhou, China) were injected intrapleurally for siRNA transfection in vivo. Ten nanomole of Chol-siS100A9 or Chol-siCtr dissolved in 0.04 mL saline buffer was locally injected into the pleural cavity once every 3 d during MPE formation of murine models.

**Supplemental Figure Legend**

**
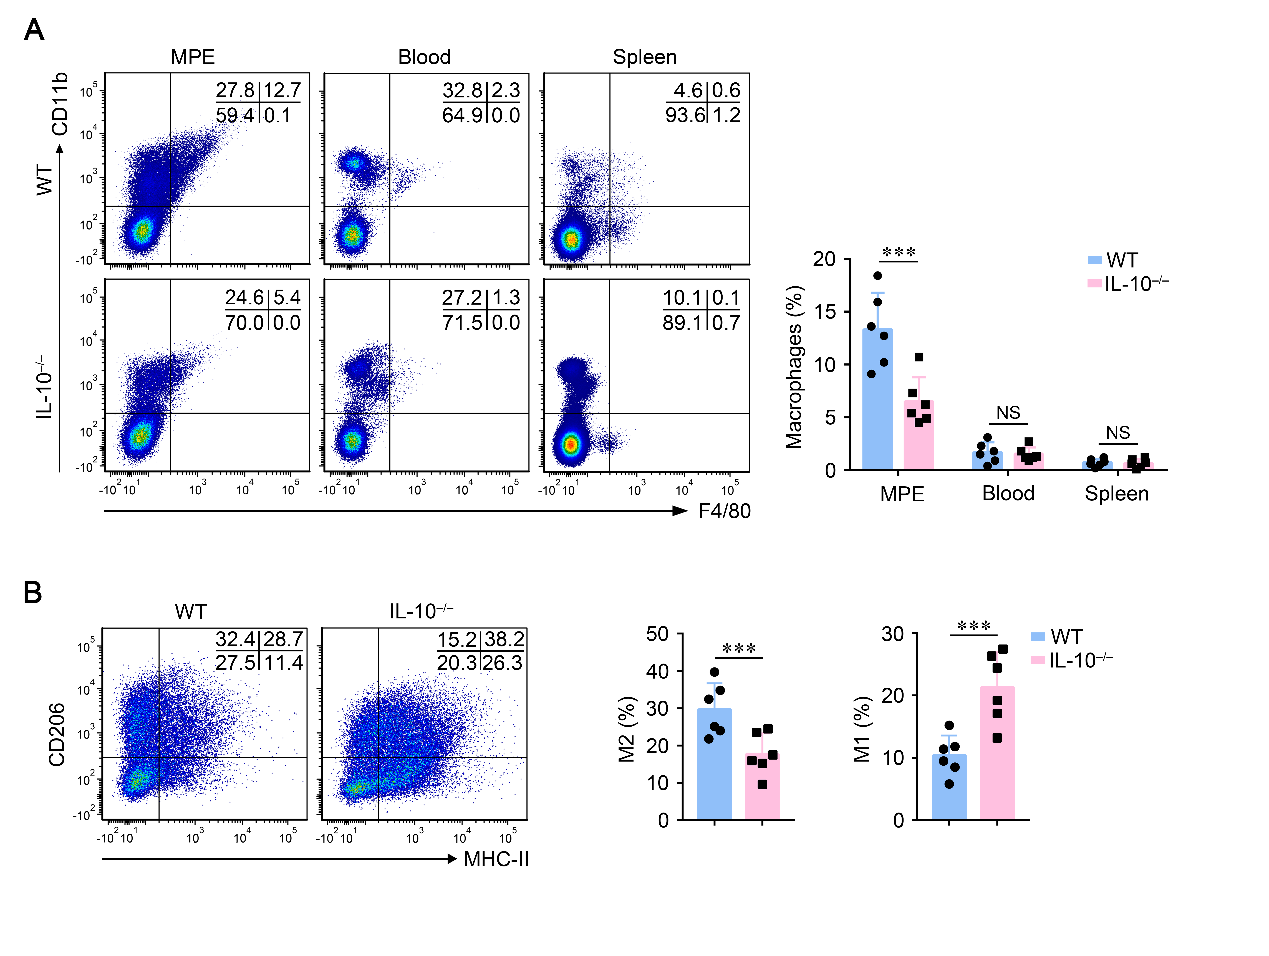
**

Supplemental Figure 1. IL-10 deficiency decreases total macrophages in MPE and IL-10 regulates M1/M2 macrophage polarization in MPEs in LLC models. (A) Representative flow cytometric dot plots (left panel) and statistical comparisons (right panel) of macrophages (CD11b^+^F4/80^+^) in MPEs, blood, and spleens of WT and *IL-10*^−/−^ mice in LLC models. (B) Representative flow cytometric dot plots (left panel) and statistical comparisons (right panel) of M2 macrophages (CD206^+^MHC-II^-^) and M1 macrophages (CD206^-^MHC-II^+^) in MPEs of WT and *IL-10*^−/−^ mice (n = 6). Data are presented as mean ± SD. **P <* 0.05, ***P* < 0.01, ****P* < 0.001, compared by Student’s *t* test.

**Supplemental Table 1 │ Primer sequences**

| Gapdh Forward | TGGATTTGGACGCATTGGTC |
| --- | --- |
| Gapdh Reverse | TTTGCACTGGTACGTGTTGAT |
| Inos Forward | GTTCTCAGCCCAACAATACAAGA |
| Inos Reverse | GTGGACGGGTCGATGTCAC |
| IL-12β Forward | TGGTTTGCCATCGTTTTGCTG |
| IL-12β Reverse | ACAGGTGAGGTTCACTGTTTCT |
| Arg1 Forward | CTCCAAGCCAAAGTCCTTAGAG |
| Arg1 Reverse | AGGAGCTGTCATTAGGGACATC |
| CD206 Forward | CTCTGTTCAGCTATTGGACGC |
| CD206 Reverse | CGGAATTTCTGGGATTCAGCTTC |
| S100a9 Forward | ATACTCTAGGAAGGAAGGACACC |
| S100a9 Reverse | TCCATGATGTCATTTATGAGGGC |
| Spp1 Forward | AGCAAGAAACTCTTCCAAGCAA |
| Spp1 Reverse | GTGAGATTCGTCAGATTCATCCG |
| Ppbp Forward | CTCAGACCTACATCGTCCTGC |
| Ppbp Reverse | GTGGCTATCACTTCCACATCAG |
| Hspa1a Forward | TGGTGCAGTCCGACATGAAG |
| Hspa1a Reverse | GCTGAGAGTCGTTGAAGTAGGC |
| G0s2 Forward | GTGAAGCTATACGTGCTGGG |
| G0s2 Reverse | CCGTCTCAACTAGGCCGAG |
| Cxcr4 Forward | GACTGGCATAGTCGGCAATG |
| Cxcr4 Reverse | AGAAGGGGAGTGTGATGACAAA |
| Entpd3 Forward | TTGTGAGCATTGTGGTACTTGT |
| Entpd3 Reverse | GGCCACTGATACACGTAGACAG |
| Gp9 Forward | TGCGACCACAGATACTCAGG |
| Gp9 Reverse | ACTGAACGCAGGCTATTGTTG |
| Fhl1 Forward | GACTGCCGCAAGCCCATAA |
| Fhl1 Reverse | CCAAGGGGTGAAGGCACTT |

How the deposited data were processed for this re-analysis (not part of the article)

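RNA of macrophages from malignant pleural effusions of 3 WT and 3 IL-10−/− mouse samples was sequenced 10 days after injection of MC38 cells. The samples were grouped by the genotype and replicate number of their labels. The authors deposited 1 table with 23302 genes. It holds an FPKM value per gene and library, which the authors made from poly(A) RNA sequenced as paired ends after preparation with a NEBNext Ultra kit. The submitters' processing notes name the build GRCm38. The aligner, the counting tool, the annotation release and whether reads were counted by strand are not given in the sources used here. Overlapping and antisense genes and near-identical copies therefore cannot be told apart with certainty. The 75th percentile of FPKM lay between 11.7 and 12.2 in the 6 libraries, while their sums differed. The authors also deposited a log2 fold change, a p-value and a q-value per gene and a mark for genes called up or down. Where finite, the authors' log2 fold change is that of the ratio of the group means of FPKM. The authors' table gives it as positive infinity for 3494 genes, of which 1819 are at 0 in all libraries labelled IL-10−/−, so that these entries do not hold that ratio and were not used. The test behind their p-values is not given in the sources used here. The smallest deposited p-value is 5e-05. The authors selected genes by a fold change of 2 and P = 0.05, without saying that P was adjusted.

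All values here other than those named as the authors' were computed from the deposited FPKM. Genes with at least 1 FPKM in at least 3 of the 6 libraries (11838 genes) were tested with limma 3.58.1 in R 4.3.3 (a linear model of the group with an intensity trend in the variance) on log2(FPKM + 1), two-sided, with Benjamini-Hochberg adjustment. Genes were also counted at a fold change of at least 2 and an unadjusted p under 0.05 from the same fit. Single values were compared between the groups with an exact permutation test, whose smallest two-sided p for 3 against 3 is 0.1. Before the data were examined, 29 gene lists were fixed from general knowledge of macrophage biology and of cells that the isolation could hold. Of these, 27 had at least 5 tested members and were tested with limma's camera with a preset correlation of 0.01, with camera with an estimated correlation and with fry, each adjusted over the 27 lists. With the preset correlation 19 lists had an adjusted p under 0.05, with an estimated correlation 0 and with fry 6.

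Named genes followed a rule fixed with the lists. It took every gene the paper names for macrophages or primers, the 12 genes with the largest log2 fold change in each direction at an adjusted p under 0.05 with separated groups (predicted genes skipped), and from each list the 2 measured members with the smallest p. Genes named outside this rule are marked as chosen after their values were seen, and some genes that the rule takes are not reported here. Coordinates are those of the deposited table. Strand and exon counts came from the GENCODE mouse annotation, release 21, of the same build, in which 23136 of the gene identifiers were found.

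Depth per library is unknown, since FPKM keeps no read totals. The precision of each value is therefore given by the spread between libraries alone. The code was tested on simulated data for the 11838 genes with 3 libraries per group. It recovered 73% of 100 genes changed by 1 on the log2 scale and 98% of 100 genes changed by 2, 4.47% of its 179 calls were false, and none of 23 unshifted lists was called. Genes were simulated independently of each other, so this says nothing about lists whose members move together. In the deposited data the estimated correlation within a list reached 0.98 (erythroid).

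The alternatives were a pseudocount of 0.1, no filter on low values, a filter at 5 FPKM, quantile normalization, FPKM rescaled to an equal sum per library as in TPM, no variance trend, limma's array weights, the replicate number as a block, each library left out in turn, and the authors' deposited p-values over the genes tested. A term for Y-linked transcripts, a test of protein-coding genes only and a test of the IL-10 response list without the genes it shares with the dissociation stress list were added after the data were seen. Alternatives planned for read counts were not run, because the deposited values are not counts. Flow cytometry, qRT–PCR, Western blots, bone marrow-derived macrophages and the treated mice of the paper were not analysed here.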

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

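The tests of exchanged labels, with the list and without shared genes, and of chromosome 1 were chosen after their results were seen. Apart from S100a9 and Cxcr4, which Figure 3(a) lists, the results below concern transcripts and gene groups that the paper does not discuss in these libraries.

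The Il10 transcript was higher in the libraries labelled IL-10−/−, with a log2 fold change of 2.09. If the labels of the groups were exchanged, genes that IL-10 induces would be higher in the libraries labelled IL-10−/−. They were lower, with a median log2 fold change of −0.39 over the IL-10 response list (adjusted p = 0.037 from fry, 0.067 to 0.12 without any 1 library other than the one labelled IL-10−/− replicate 3, 0.11 without the 3 genes it shares with the dissociation stress genes, whose median was −0.48, and 0.18 from camera with an estimated correlation), which does not decide at the threshold set for both tests. S100A9 mRNA and protein in Figures 3(b) and 3(c) and the lower CD206 and Arg-1 of the IL-10−/− group in Figures 2(a) and 2(b), the latter in bone marrow-derived macrophages, run the same way as S100a9, Mrc1 and Arg1 in the libraries. Other measures do not show this. Figure 2(b) reports higher iNOS in IL-10−/− bone marrow-derived macrophages under the M1 condition, unlike the MPE macrophages here. Nos2 did not pass the test here (log2 fold change −0.62, standard error 0.46, adjusted p = 0.74 from limma) and so runs neither way. The other genes of Figure 3(b) were at about 0.9 to 1.1 relative to WT, against 0.0784 to 0.429 here. These comparisons do not settle the labels. Exchanged labels therefore cannot be told apart from a targeted allele that is still transcribed, since values per gene do not show which exons the reads came from.

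S100a9 fell, and so did 5 of 22 neutrophil genes, with a median log2 fold change of −0.97 over the list (adjusted p = 0.11 from camera with an estimated correlation). S100a8, whose protein pairs with S100A9, is 1 of these 5 and was kept in the list, so its fall is not separate evidence on the cause. Fewer neutrophils among the cells kept by the F4/80 beads was predicted to give a median at or below −1.37, which is 0.5 times the log2 fold change of S100a9, and the bootstrap interval of the median (−1.29 to −0.34) lies above that. That bound assumed a scale on which low markers keep their fold change, and adding 1 to FPKM pulls them toward 0. At a pseudocount of 0.1 the median was −1.367, just above the bound of −1.371 at that setting, and its interval (−1.73 to −0.35) spans the bound. Fewer neutrophils and a lower S100a9 within macrophages therefore cannot be told apart. In these libraries 22 of the 23 listed neutrophil genes were measurable, abundant ones such as Retnlg among them, and 1 stands in another list as well. How many neutrophils were left by the F4/80 beads (with a purity checked by flow cytometry) was not measured here. The same holds for the density gradient that the paper describes for mononuclear cells, where it was used. Fewer classical monocytes were predicted to give a median at or below the same bound. Their genes instead had a median log2 fold change of 0.62 (interval 0.06 to 1.02). That argues against fewer such cells only as far as these genes track cell number, which was not tested. The intervals resample genes as if independent, although the estimated correlation was 0.10 in the neutrophil and 0.44 in the monocyte list.

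Of 719 tested genes on chromosome 1, 23 had an adjusted p under 0.05, against 106 of 11119 on the other chromosomes (odds ratio 3.43, Fisher's exact test, p = 2.7e-06). The overlapping Ugt1a models are not the whole cause, since without them 18 of 713 genes were called and the odds ratio was 2.69 (95% interval 1.53 to 4.49), and without the cluster of interferon-inducible genes around Pydc3 as well, 13 of 700 were called (1.97, 1.01 to 3.53). Donor-strain DNA kept around the targeted Il10 allele predicts more calls near it, and within 10 Mb of Il10 4 of 87 genes were called (Cxcr4, Ctse, Chil1 and, chosen after its values were seen, Rab7b), an odds ratio of 4.48 (1.17 to 12.2), with no further call within 20 Mb (4 of 114, 3.37, 0.89 to 9.10). For these 4 genes such DNA and the loss of IL-10, untested as the biological explanation, are carried by the same mice and cannot be told apart here. The other calls on the chromosome lie farther from Il10 and are not covered by this test. Nor is the supplier of the mice, which differed between WT and IL-10−/− mice.

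The interferon-gamma response list had a median log2 fold change of 1.35. The type I interferon response list had one of 0.82. The MHC class I presentation list had one of 0.42.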

How the results depend on the processing

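Alternatives not listed in the plan (the Y-linked transcript term, the protein-coding genes and the IL-10 response list without shared genes) were chosen after the data were seen. With 3 libraries per group and unknown depth, counts of genes at an adjusted p under 0.05 moved most. Against 72 higher and 57 lower, there were 22 and 10 with no filter on low values, 248 and 234 with array weights, 258 and 298 with the authors' deposited p-values, and 26 to 78 higher and 14 to 62 lower with 1 library left out. Against 153 lower at the study's thresholds, there were 244 with a pseudocount of 0.1 and 98 with a filter at 5 FPKM. No gene was called higher in the reported fit and lower in an alternative, or the reverse. The replicate number as a block gave 36 higher and 25 lower, of which 33 and 23 were among the 72 and 57. The deviations of same-numbered libraries from their group means correlated by 0.0863, 0.204 and 0.0897. These values are low, but every library correlated best with its own number. The libraries numbered 1 of both groups were also the ones almost without Y-linked transcripts. The labels state no pairing, so whether the numbers pair the libraries is not settled.

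The call of S100a9 was lost with no filter on low values (adjusted p = 0.26 from limma), with the replicate block (0.097) and with the Y-linked transcript term (0.078). These settings cannot change its log2 fold change of −2.74, since the groups are balanced for both terms, so the unchanged value is no sign of stability. With 1 library left out the log2 fold change of S100a9 ranged from −3.13 to −2.16. There the call was lost without any 1 of the 3 WT libraries and without the library labelled IL-10−/− replicate 1. Under the remaining settings its adjusted p stayed under 0.05. The M1 minus M2 difference stayed above 0, from 0.46 to 0.70, with an exact permutation p of 0.1 or 0.2. With an estimated correlation the adjusted p was 0.11 for the M2 list and 0.065 for the interferon-gamma list. Of 374 values of list tests by camera with the preset correlation, 344 stayed on their side of the threshold, 11 of which changed direction without a call. The cell cycle list changed direction without WT replicate 1 (adjusted p = 0.90) and without the library labelled IL-10−/− replicate 1 (0.51), while the resident serous macrophage list passed as higher without the library labelled IL-10−/− replicate 3 (0.013) and as lower without the library labelled IL-10−/− replicate 2 (0.0044) and without WT replicate 1 (0.0497). With 1 library left out, their adjusted p ranged from 8.7e-07 to 0.90 and from 0.0044 to 0.95. The cause was not tested. Of 1362 values of named genes, 1171 stayed on their side of the threshold (24 of them changed sign without a call), 116 lost the call, 75 gained it and 0 called values changed direction. The scaling moved the median log2 fold change of all genes by at most 0.07. Settings for read counts were not run, since the table holds none.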

Differences from the paper's values

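Figure 3(b) gives qRT–PCR levels in the IL-10−/− group relative to WT, measured in 5 samples per group, and the values here are fold changes (libraries labelled IL-10−/− over WT) computed back from the log2(FPKM + 1) scale. For S100A9 the paper's value is about 0.53 in Figure 3(b), read by eye, and the fold change here was 0.150. For Spp1 the paper's value is about 1.0 in Figure 3(b), read by eye, and the fold change here was 0.429. For Ppbp the paper's value is about 1.0 in Figure 3(b), read by eye, and the fold change here was 0.0784. For Hspa1a the paper's value is about 0.9 in Figure 3(b), read by eye, and the fold change here was 0.147. For G0s2 the paper's value is about 1.1 in Figure 3(b), read by eye, and the fold change here was 0.112. For Cxcr4 the paper's value is about 1.0 in Figure 3(b), read by eye, and the fold change here was 0.374. Each pair also differed under every alternative set before the data were examined that gave a fold change. Both measures give a lower S100A9 in the IL-10−/− group.

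The paper lists Spp1, Gp9 and Fhl1 among its representative differential genes. At the study's thresholds, a fold change of 2 and an unadjusted p under 0.05, Spp1 passed here too (log2 fold change −1.22, unadjusted p = 0.0083 from limma). It did not pass the adjusted test here (adjusted p = 0.20 from limma), while it did with array weights (0.011), without WT replicate 1 (0.015) and with the authors' deposited p-values adjusted over the genes tested (0.0019), within a range of 0.0019 to 0.52 over all settings tried. Gp9 and Fhl1 lay below the filter, and without a filter their adjusted p was 0.27 and 0.74. In that fit their log2 fold changes were −1.12 and −0.90, with an unadjusted p from limma of 0.0035 and 0.12. Gp9 thus met the study's thresholds without a filter and Fhl1 did not.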

Other observations

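The lists of cholesterol synthesis, of hypoxia and glycolysis and of tumor-promoting and angiogenic factors passed with camera's preset correlation, but neither with an estimated correlation nor with fry, and no member passed the test over all genes. All 20 genes of cholesterol synthesis had log2 fold changes above 0 in the libraries labelled IL-10−/−, with a median of 0.40, which was 0.18 without the library labelled IL-10−/− replicate 3. The list had an adjusted p of 5.1e-07 from camera, of 0.34 with an estimated correlation and of 0.20 from fry, and no gene passed when adjusted over the list alone. Hypoxia and glycolysis genes had a median of −0.17 over 22 genes (adjusted p = 0.0031 from camera, 0.50 with an estimated correlation and 0.35 from fry), and none passed over the list alone. This median was −0.07 without WT replicate 1, where the call was lost (0.34), −0.11 without the library labelled IL-10−/− replicate 2, −0.07 with quantile normalization and −0.08 with FPKM rescaled as in TPM. Tumor-promoting and angiogenic factor genes had a median of −0.17 over 15 genes (adjusted p = 0.027 from camera, 0.36 with an estimated correlation and 0.23 from fry), with 1 lower when adjusted over the list alone, Mmp9 (log2 fold change −2.19, adjusted p = 0.051 from limma over all genes), which also stands in the neutrophil list. The call of this list was lost without WT replicate 1 (0.14), without WT replicate 2 (0.14), without the library labelled IL-10−/− replicate 3 (0.052, with a median of −0.31) and, among other settings, with no filter on low values (0.19, with a median of −0.11). Its median was −0.32 without WT replicate 3, where the adjusted p from fry was 0.015, and −0.26 without the library labelled IL-10−/− replicate 2.

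Transcripts of other cell types were measured as well. NK and cytotoxic cell genes had a median log2 fold change of −0.61 over 13 genes (adjusted p = 7.5e-05 from camera, 0.40 with an estimated correlation, 0.34 from fry), with 2 lower when adjusted over the list alone, and the receptor gene Klra8 was at 8.43 and 2.27 FPKM. Dendritic cell genes had a median of −0.20 over 13 genes (adjusted p = 6.3e-04 from camera, 0.40 with an estimated correlation, 0.32 from fry, 0.053 with the preset correlation without WT replicate 3), with 2 lower when adjusted over the list alone, and Flt3 was at 10.3 and 4.51 FPKM. The median of the dendritic cell list was −0.08 without WT replicate 3, −0.40 without WT replicate 2, −0.31 without WT replicate 1 or either of the libraries labelled IL-10−/− replicates 1 and 3, −0.39 with array weights and −0.54 with a filter at 5 FPKM. The cell cycle list had a median of 0.19 over 28 genes (adjusted p = 0.048 from camera, 0.77 with an estimated correlation), lost its call without the library labelled IL-10−/− replicate 2 (0.16), with a pseudocount of 0.1 (0.055), a filter at 5 FPKM (0.32), quantile normalization (0.053), FPKM rescaled as in TPM (0.065), array weights (0.10) or the replicate block (0.060), and changed direction without either library numbered 1 (medians of −0.05 without WT replicate 1 and −0.01 without the library labelled IL-10−/− replicate 1). Its median was 0.10 without the library labelled IL-10−/− replicate 2, 0.31 without WT replicate 3 and 0.45 without the library labelled IL-10−/− replicate 3. Resident serous macrophage genes had a median of −0.10 over 15 genes (adjusted p = 0.64 from camera). Single libraries decided their direction, with a median of 0.53 without the library labelled IL-10−/− replicate 3 (adjusted p = 0.013 from camera), of −0.49 without the library labelled IL-10−/− replicate 2 (0.0044) and of −0.53 without WT replicate 1 (0.0497), and, without a call, of 0.23 without WT replicate 2, 0.11 without WT replicate 3, −0.22 without the library labelled IL-10−/− replicate 1 and 0.14 with array weights. No gene of these 2 lists passed, over all genes or when adjusted over the list alone. Epithelial tumor cell genes had a median of −0.15 over 6 genes (adjusted p = 0.17 from camera), mesothelial cell and fibroblast genes of −0.50 with a mean of −0.26 over 6 genes (adjusted p = 0.22), and mitochondrial transcripts of −0.10 over 13 genes (adjusted p = 0.61). When adjusted over the list alone, 1 epithelial gene was lower, 1 mesothelial or fibroblast gene was higher and no mitochondrial transcript passed, and over all genes none of the 3 lists had a gene that passed. Single libraries moved these medians. Without WT replicate 3 they were 0.07 (epithelial), −0.19 (mesothelial and fibroblast) and 0.16 (mitochondrial). The epithelial median was −0.38 without WT replicate 1, −0.29 without the library labelled IL-10−/− replicate 2 and −0.26 without WT replicate 2. The mitochondrial median was 0.12 without the library labelled IL-10−/− replicate 1, −0.28 without WT replicate 1 or the library labelled IL-10−/− replicate 3, and −0.20 without WT replicate 2. The mesothelial and fibroblast list passed as lower without WT replicate 2 (median −0.76, adjusted p = 0.043 from camera), without the library labelled IL-10−/− replicate 3 (−0.78, 0.047), with the replicate block (0.022) and with no filter on low values (−0.12 over 16 genes, 0.019). The eosinophil, mast cell and basophil list and the sex-linked list had 4 measured members each, and were not tested. Their medians of −0.09 and −0.04 changed sign when single libraries were left out.

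WT replicate 1 and the library labelled IL-10−/− replicate 1 held Xist, chosen after its values were seen (52.3 and 25.0 FPKM), and almost no Y-linked transcript, while Ddx3y was at 29.8 and 32.5 FPKM in the other WT libraries and at 20.5 and 22.4 FPKM in the other libraries labelled IL-10−/−. Each group thus held 1 library of the first kind, and the paper's supplement states that mice were sex matched.

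The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05, and only 1 split, the real one, reached the real counts. At an adjusted p under 0.05 the real split gave 129 genes and the highest of the others 3. At the study's thresholds the real split gave 258 and the highest of the others 97.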
